A study of Oryza sativa with 9 samples.

How the data were processed

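RNA sequencing libraries from leaves of rice plants grown for 40 days in a paddy field were compared between 3 wild-type (WT) libraries and 6 libraries of the double mutant osatxr5c;osatxr6kd. The mutant libraries came from 2 lines, called mutant line 1 and mutant line 2 here, with 3 libraries each. Total RNA was extracted and libraries were made with commercial kits for extraction and for Illumina sequencing, per the labels' protocols. Groups were taken from the sample titles. The titles number the libraries of each group as replicates 1 to 3 and do not say whether each number stands for a separate plant, a pool of plants or a repeat library.

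The authors deposited 1 table of TPM values, a measure of relative transcript abundance, with 1 column per library and 55986 gene identifiers. TPM divides the reads of a gene by its length and scales each library to a total of 1000000. Each of the 9 columns summed to that total. The aligner, the quantification program, the genome build and the annotation are not stated in the labels or in the file, and neither is the strandedness of the counting. The lowest non-zero TPM of a library ranged from 0.303 to 0.327. Between 1057 and 1311 genes per library lay between that value and 0.5 TPM, so the non-zero values ended at a sharp lower edge, and how it arose is not stated. TPM keeps no sequencing depth, so the depth of the libraries is unknown and counting error cannot be given. The precision of every value therefore rests on the spread between the 3 libraries of a group. A value of 0 can also be a failed estimate: 9 genes were listed at 0 in one library and at 5 TPM or more in another library of the same group.

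Because TPM values are not counts, changes were tested with limma 3.58.1 in R 4.3.3 on log2(TPM + 1). Genes with a mean of at least 1 TPM over the 9 libraries were kept, which left 19345 genes. All 9 libraries entered 1 linear model with a mean for each of the 3 groups and no other covariate. The variance was moderated with a trend on mean expression. The contrasts were mutant line 1 against WT, mutant line 2 against WT, the mean of both lines against WT (called the genotype contrast) and mutant line 2 against mutant line 1. Tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested in a contrast. The threshold was an adjusted p of 0.05 with no minimum change, and the number of genes that also changed by at least 1 on the log2 scale is given beside it. Changes on the log2(TPM + 1) scale understate the change of genes with low TPM. Genes listed at 0 in a whole group contribute no spread from that group, so the standard errors of such genes are too small. Genes that share reads with near-identical copies or with overlapping neighbours are uncertain, because the authors' treatment of such reads is not stated.

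The fit was tested on simulated libraries built from the means and residual spread of the 19345 genes, with 200 genes changed by 1 or 2 log2 units in the mutant libraries. In the genotype contrast 198 of the 200 genes were recovered, all with the right sign, with 17 false calls among 215. The simulated changes were the same in both lines, and the noise was normal and independent between libraries. They were also larger than most changes called in the data, whose median size in the genotype contrast was 0.39. Recovery of such smaller changes was not tested.

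The genes named in the text follow a rule set before the data were examined. Candidates passed the threshold in both line contrasts with the same sign, and all 6 mutant libraries lay beyond all 3 WT libraries. The 5 largest rises and falls were to be named, or 2 each where identifiers could not be paired with symbols. The second case applied: of the 55986 identifiers, 1 matched the table of 39387 rice gene records used for names. For that reason the targeted genes OsATXR5 and OsATXR6 and the sets of genes defined by their names were not analysed here, although tests of both had been designed. No coordinates are given, because no annotation of the authors' build was used here.

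The alternatives tried were a pseudocount of 0.1, no minimum TPM beyond a value above 0 in 1 library, a minimum mean of 5 TPM, quantile normalization, scaling by the median ratio to the geometric mean library, fits on only the groups compared, a constant prior variance, the replicate number as a block, and leaving out each of the 9 libraries in turn. One more was added after the data were seen: leaving out the 9 genes with unstable values at 0. The pairing of libraries across groups comes only from the replicate numbers in the titles. Permutations and exact tests were computed with numpy 2.4.6.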

Results

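Leaf transcript levels were measured by RNA sequencing in rice plants at 40 days, in WT and in 2 lines of the double mutant osatxr5c;osatxr6kd. ATXR5 and ATXR6 are plant enzymes that methylate lysine 27 of histone H3, and OsATXR5 and OsATXR6 are their rice counterparts. Each group held 3 libraries. The data addressed which genes differ in transcript level between the mutant and WT, and whether the 2 mutant lines gave the same changes. The values are the authors' TPM, and the depth behind them is unknown.

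The WT libraries listed between 21798 and 21885 genes above 0. The libraries of mutant line 1 listed between 22170 and 22223 genes, and those of mutant line 2 between 22397 and 22621. The 10 highest genes took between 12.4% and 13.7% of the TPM of a library. The highest single gene reached between 36948 and 46301 TPM.

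Libraries of one group resembled each other more than libraries of different groups. Over the 19345 tested genes, Pearson's r of log2(TPM + 1) lay between 0.990 and 0.994 within groups and between 0.964 and 0.977 between groups. These correlations are across genes, which are not independent replicates. No 2 libraries shared identical values in more than 0.439% of the tested genes. The first principal component held 45.4% of the variance and placed WT apart from both mutant lines. It also separated the lines, with line 2 between WT and line 1. Scores were -34.9 to -34.5 in WT, 8.1 to 8.8 in line 2 and 25.7 to 27.1 in line 1. The second component held 30.4% and placed mutant line 1 apart from mutant line 2. The mean r between WT and line 1 was 0.967, that between WT and line 2 was 0.972, and that between the lines was 0.976.

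**Figure D1:**
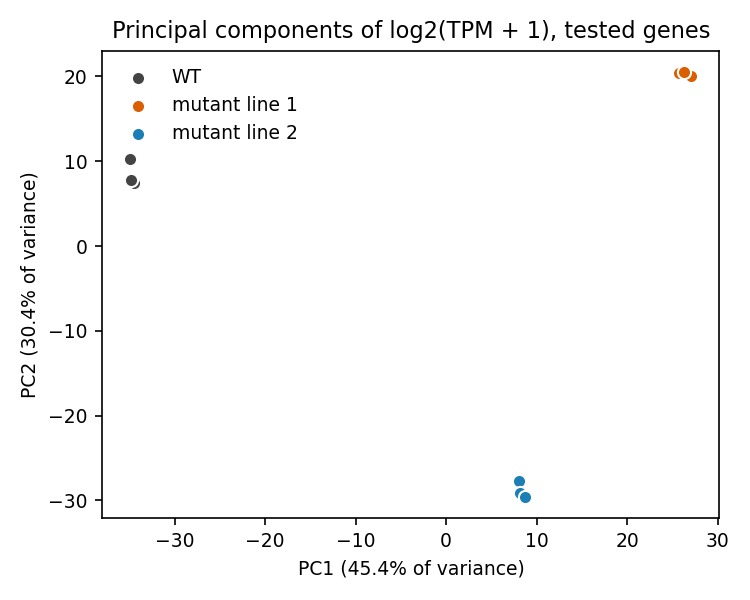
Scores of the 9 libraries on the first 2 principal components of log2(TPM + 1) over the tested genes, with the share of variance on each axis (45.4% and 30.4%). Each point is a library, coloured by group, and the 3 libraries of each group lie together and apart from the other groups.

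Mutant line 1 was compared with WT first. In limma's test, 4953 of 19345 genes (25.6%) passed an adjusted p of 0.05, with a median absolute change of 0.44 on the log2 scale. The median standard error of a gene's change was 0.10. Of these genes, 1922 were higher and 3031 lower in the mutant line. The split depended on the scaling. The median change of all tested genes was -0.06 as deposited, and after median-ratio scaling 2518 genes were higher and 1978 lower. After quantile normalization most stayed lower, 2832 against 2070 higher. Larger changes were mostly rises: 567 genes were higher by at least 1 and 83 were lower by at least 1. With a pseudocount of 0.1 these numbers were 709 and 190. The alternative that moved the total most left out replicate 3 of line 1 and gave 3909 genes.

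In mutant line 2 against WT, 4236 genes (21.9%) passed the threshold, with a median absolute change of 0.48. Of these, 2613 were higher and 1623 lower, so 61.7% were higher. After median-ratio scaling 59.1% of the 4328 genes called were higher, and after quantile normalization 50.2% of 4553. Changes of at least 1 comprised 499 rises and 67 falls. Libraries of WT and line 2 with the same replicate number deviated from their group means together to a small extent, with a mean r of 0.12 over the 3 pairs. With the replicate number as a block, 4301 genes passed the threshold in line 2 against WT.

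The mean of both lines against WT, the genotype contrast, gave 4968 genes past the threshold (25.7%), of which 2458 were higher and 2510 lower. Its standard errors come from the spread within groups and leave out the difference between the lines. A change in one line alone can therefore pass. A gene at a mean of 65.5 TPM in line 1 and at 0 in WT and line 2 passed with a genotype change of 3.03. After median-ratio scaling 2717 were higher and 2007 lower, and after quantile normalization 2318 were higher and 2879 lower. In this contrast 504 genes rose by at least 1 and 35 fell by at least 1, so rises made up 93.5% of the larger changes. Of the 504 genes, 76 were listed at 0 in all 3 WT libraries. No gene that fell by at least 1 was listed at 0 in all 6 mutant libraries.

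**Figure D2:**
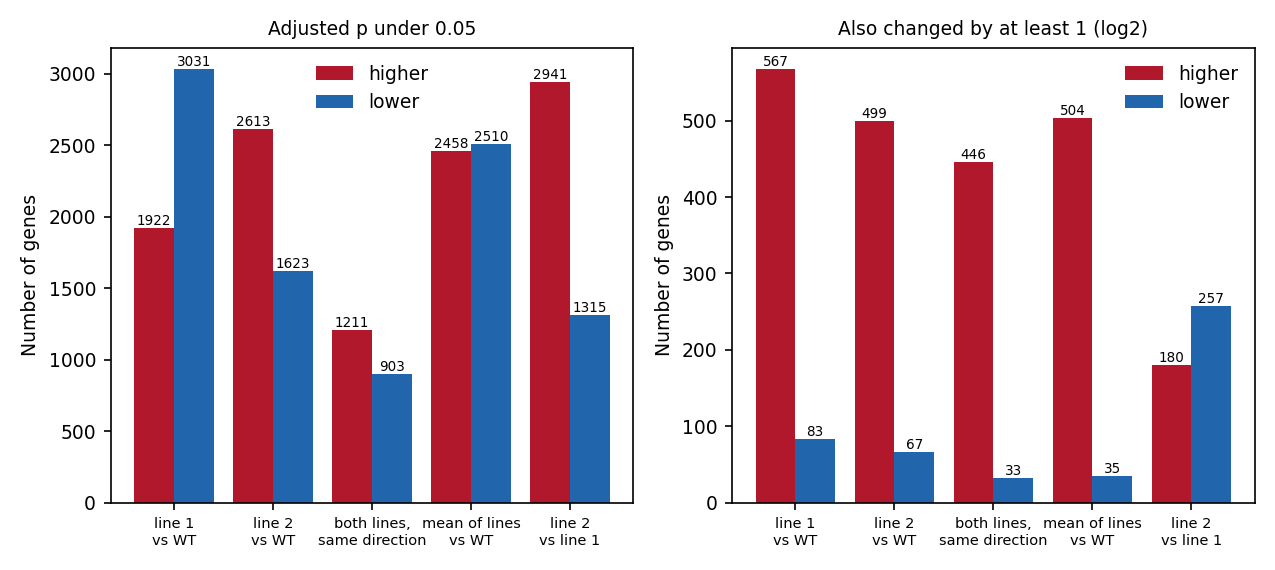
Number of genes with an adjusted p under 0.05 in limma's test (left) and of those that also changed by at least 1 on the log2 scale (right), for each comparison, with genes that were higher in red and lower in blue. Among the larger changes against WT, rises outnumber falls, as in the 504 rises and 35 falls of the genotype contrast, while line 2 against line 1 has 180 and 257, an order that a pseudocount of 0.1 reverses.

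Both lines shared 2114 genes that passed the threshold against WT in the same direction, 1211 of them higher and 903 lower. The split was 1391 higher and 745 lower after median-ratio scaling, and 1200 and 1124 after quantile normalization. A further 193 genes passed in both lines in opposite directions. Of the 650 genes that changed by at least 1 in line 1, 567 had the same sign in line 2, and of the 566 that did so in line 2, 537 had the same sign in line 1. In 3693 of the 19345 tested genes (19.1%) all 6 mutant libraries lay on one side of all 3 WT libraries. The same separation from the other 6 libraries held for line 1 in 3404 genes (17.6%) and for line 2 in 3199 genes (16.5%), so it was not particular to WT. Across genes, the changes in the 2 lines had a Pearson's r of 0.627. Both changes use the same WT libraries, which raises that value. With different WT libraries for each line, r lay between 0.497 and 0.557 over the 6 arrangements. These arrangements remove the shared spread of the WT libraries, but both changes still contain the same difference of the WT group. That raises r too, and r was not computed with a mutant line as the reference. The values therefore cannot show how far the lines agree, and the same limit applies to the same-sign counts. The count of shared genes was also made with each mutant line as the reference. With line 1 as the reference, 1932 genes differed from it in the same direction in both other groups, and with line 2 as the reference 1727 genes did.

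**Figure D3:**
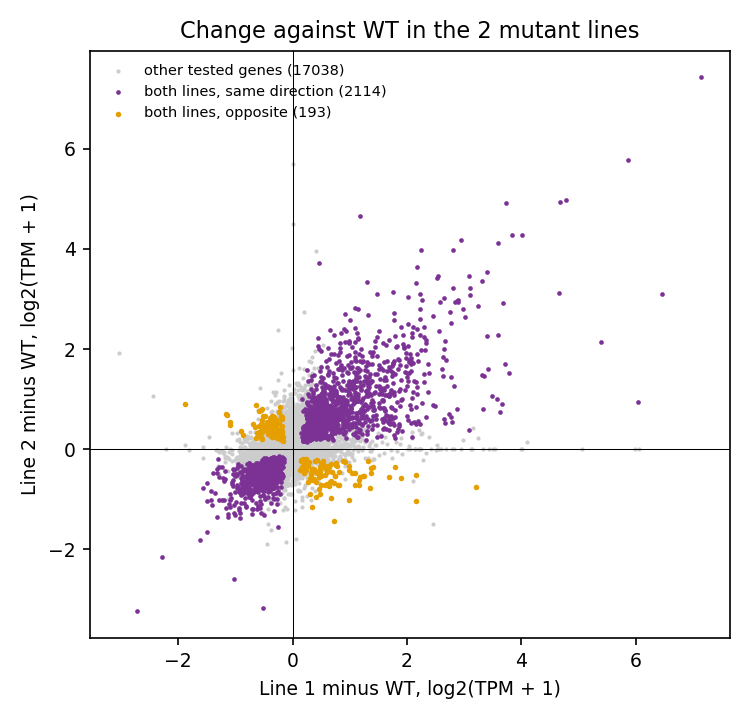
Change in mutant line 1 (x axis) and mutant line 2 (y axis) against WT for each tested gene, as differences of mean log2(TPM + 1). Purple points are the 2114 genes past the threshold in both lines with the same sign and orange points the 193 with opposite signs. Many of the largest changes lie in the upper right, and others lie along an axis, with a change in one line and none in the other.

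The 2 largest shared rises were of genes listed at 0 in all 3 WT libraries, so no fold change is given. LOC_Os02g53240 was at 136, 144 and 138 TPM in line 1 and at 169, 176 and 167 TPM in line 2, with a limma adjusted p of 1.8e-18 in the genotype contrast. LOC_Os03g18779 was at 54.6, 54.8 and 61.4 TPM in line 1 and at 55.7, 52.7 and 53.3 TPM in line 2, with a limma adjusted p of 4.5e-16. The WT zeros leave these adjusted p-values with too little spread behind them.

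The largest shared fall was of LOC_Os02g52730, at 10.3, 9.47 and 8.70 TPM in WT and at 0.691, 0.498 and 0.583 TPM in line 1. In line 2 it was at 0.385 TPM in 1 library and listed at 0 in the other two. Its change in the genotype contrast was -2.98 ± 0.13 (SE) on the log2(TPM + 1) scale, with a limma adjusted p of 4.7e-10. LOC_Os10g09990 had 39.8 ± 3.84 TPM (SD, n = 3) in WT, 7.46 ± 1.39 TPM (SD, n = 3) in line 1 and 8.15 ± 0.644 TPM (SD, n = 3) in line 2. Its change was -2.22 ± 0.10 (SE), with a limma adjusted p of 5.8e-10. The file gives no symbols for these identifiers.

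**Figure D4:**
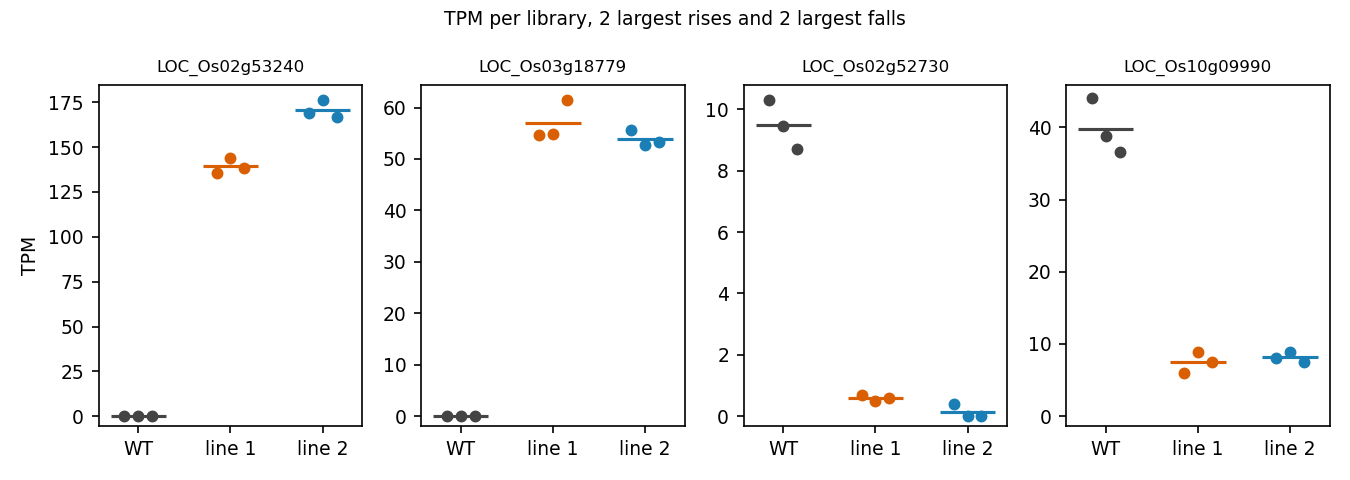
TPM of the genes with the 2 largest shared rises and the 2 largest shared falls, in each library (points) with the group mean (line), for WT, mutant line 1 and mutant line 2. The axes start near 0 and differ between genes; both rising genes are listed at 0 in WT and LOC_Os10g09990 falls from a mean of 39.8 TPM to 7.46 and 8.15 TPM.

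The 2 mutant lines were then compared with each other. In mutant line 2 against line 1, 4256 genes (22%) passed the threshold in limma's test, 2941 higher and 1315 lower in line 2. The direction depended on the scaling here as well. The median change of all tested genes was 0.07, and after median-ratio scaling 49.9% of the 3852 genes called were higher in line 2, against 69.1% as deposited and 56.3% after quantile normalization. Changes of at least 1 comprised 180 genes higher and 257 lower in line 2, but with a pseudocount of 0.1 there were 329 higher and 307 lower. Of the 2114 genes shared by both lines against WT, 749 also differed between the lines. The shared genes were farther from WT in line 1 for 1037 genes and in line 2 for 1077 genes.

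The 2 genes most reduced in line 2 relative to line 1 were at 64.4, 65.7 and 66.3 TPM and at 59.8, 61.6 and 64.8 TPM in line 1, and both were listed at 0 in every library of line 2 and of WT. The gene most raised in line 2 was at 48.1, 50.9 and 53.9 TPM there and listed at 0 in every library of line 1 and of WT. The next was at 31.4, 30.7 and 28.0 TPM in line 2 and listed at 0 in line 1. In WT this gene was at 21.5 and 23.0 TPM in 2 libraries and at 0 in the other, so its estimate was unstable.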

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

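The thresholds for the tests in this part were fixed before their results were seen. The WT comparison was made in 2 lines with the same genotype label, so a difference between the lines is a difference in the same contrast. Line 2 against line 1 is the direct test of that difference, and 4256 genes passed an adjusted p of 0.05 in limma's test. Scaling between libraries does not account for the number, since 3870 genes passed after quantile normalization. No single mutant library accounted for it: the lowest count among the 6 fits that each left out one mutant library was 3060. After the 10 highest genes were removed and each library was rescaled, 4516 genes passed. Values listed at 0 do not account for it either, because 19115 of the 19345 tested genes were above 0 in all 9 libraries. Of these 21.6% passed, against 22% of all tested genes, a share that so small a removal could hardly move. Of the 4 splits of the 6 mutant libraries that keep one library of each replicate number per group, 1 gave as many genes, the real one, and 4 splits cannot give a share under 0.05. That test is therefore too small to decide. The other 3 splits gave 0 genes past the adjusted threshold and 373 to 592 genes at an unadjusted p of 0.05, against 6447 in the real split. Mixed splits carry the difference between the lines in their residual spread, which lowers their counts. In simulated libraries with no changed genes, the contrast of the lines gave 0 genes past the adjusted threshold and 957 at an unadjusted p of 0.05. The simulated noise was independent between libraries, so that result cannot address a batch difference between the lines. Gene length, GC content and reads shared between gene copies were not tested, and the labels give no batch. A line-specific effect, such as a different degree of loss of OsATXR6 or another difference between the lines, is a hypothesis that was not tested, as the targeted genes were not analysed here.

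The second signal is the 193 genes that passed in both lines against WT with opposite signs. After median-ratio scaling 174 genes did so, so scaling does not account for the number. How many of the 193 genes were among the 174 was not counted. Of 100 splits of the 9 libraries with one library of each number per group, 3 gave as many such genes. The other two were the splits that exchange whole groups, with a mutant line in the place of WT, which gave 368 and 381 genes. Opposite changes were thus more numerous around either mutant line than around WT. The technical explanations named above as not tested apply to these genes too.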

How the results depend on the processing

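One alternative, leaving out the genes with unstable values at 0, was added after the data were seen. The 5 counts of changed genes stayed within 1.5 times their values as reported under every alternative run. Under the alternatives other than leaving out single libraries, line 1 against WT gave 4124 to 5121 genes, line 2 against WT 3484 to 4553, the shared genes 1796 to 2324, the genotype contrast 4134 to 5197, and line 2 against line 1 3582 to 4489. Across the 9 fits that each left out one library, the ranges were 3909 to 4907, 3329 to 4664, 1729 to 2155, 3895 to 5012 and 3060 to 4861 genes. Of the 2114 shared genes, 92.0% remained shared after quantile normalization, 89.6% after median-ratio scaling and 78.8% without WT replicate 2, the lowest share among the settings compared.

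With the replicate number as a block, 5076 genes passed in line 1 against WT, 4301 in line 2 against WT, 2174 in both in the same direction, 5044 in the genotype contrast and 4381 in line 2 against line 1. The mean correlation of same-numbered deviations was 0.0673 for WT with line 1, 0.124 for WT with line 2 and 0.0157 for line 1 with line 2.

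Directions were less stable than totals. The share of higher genes among those called in line 1 against WT was 38.8%, with 56.0% under median-ratio scaling and 42.2% under quantile normalization. In line 2 against WT it was 61.7%, with 59.1% and 50.2%, and in line 2 against line 1 it was 69.1%, with 49.9% and 56.3%. Median-ratio scaling cut the lower genes of line 1 from 3031 to 1978 and the higher genes of line 2 against line 1 from 2941 to 1921. The shares of higher genes in the genotype contrast and among the shared genes moved too, from 49.5% to 57.5% and from 57.3% to 65.1% under median-ratio scaling and to 44.6% and 51.6% under quantile normalization. The share of rises among changes of at least 1 in the genotype contrast stayed between 90.7% and 94.6% under all the alternatives.

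Counts of changes of at least 1 moved by more than 1.5 times in 9 cases. A pseudocount of 0.1 raised the falls from 83 to 190 in line 1, from 67 to 117 in line 2 and from 35 to 67 in the genotype contrast, and the rises of line 2 against line 1 from 180 to 329. The falls of that contrast went from 257 to 307, so the share of rises among its changes of at least 1 went from 41.2% to 51.7%. A minimum mean of 5 TPM lowered the falls to 51, 44 and 20 and the rises of line 2 against line 1 to 114, and the shared falls from 33 to 19. The 4 named genes kept their sign and an adjusted p under 0.05 in limma's test wherever they were tested, the highest adjusted p being 1.9e-06, against 4.7e-10 as reported. LOC_Os02g52730 is below a mean of 5 TPM and was not tested there.

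The alternatives for the targeted genes and the gene sets were not run, since those results were not analysed here. The unknown depth limits the low genes most: below about 0.3 TPM a gene is listed at 0, so its change cannot be sized.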

Other observations

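The tests of the reference group and of random placement in identifier order were chosen after the pattern had been seen; the thresholds of the others were fixed before their results were seen.

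Rises made up 93.5% of the changes of at least 1 in the genotype contrast, 504 rises against 35 falls. Each technical explanation that was tested left this imbalance in place. Among genes above 0 in all 9 libraries rises made up 93.4%, so values listed at 0 do not account for it. A filter that weights WT and mutant equally gave 92.9%, quantile normalization 92.5%, and the removal of the 10 highest genes 93.3%. Removing the genes with unstable values at 0 left the counts at 504 rises and 35 falls, so it could not test the imbalance. The imbalance is not what any reference group gives: with a mutant line as the reference, rises made up 14.3% and 19.3% of the shared genes whose average change in the other groups was at least 1. As a hypothesis, many genes may be more active in both mutant lines. Shared genes with an average change of at least 1 comprised 446 rises and 33 falls. Of the 504 genes, 76 were listed at 0 in all 3 WT libraries, and the WT level of the others was not summarised. Reads shared between gene copies, batches and a difference between transformed and untransformed plants were not tested, so the pattern cannot be told apart from those.

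The number of genes shared by both lines says less. It was 2114 with WT as the reference, but 1932 with line 1 and 1727 with line 2 as the reference. After median-ratio scaling these counts were 2136, 1640 and 1657, and after quantile normalization 2324, 1735 and 1647. A shared reference group is thus a candidate explanation for much of the overlap, because 3 groups that all differ give a large overlap whichever is the reference. As deposited, larger changes set WT further apart from the mutant lines as references. Shared genes whose change, averaged over both other groups, was at least 1 numbered 479 with WT as the reference, against 343 and 264. The stricter count of genes that changed by at least 1 in each of both lines against WT was 299. Most of the 343 and 264 genes were falls, 294 and 213, which are genes higher in one mutant line than in both WT and the other line. After median-ratio scaling the counts of shared genes with an average change of at least 1 were 481, 376 and 240, and after quantile normalization 455, 347 and 231.

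Other splits of the libraries bear on whether such counts arise without group differences. Of 100 splits of the 9 libraries with one library of each number per group, drawn from 108, 1 gave as many genes as the genotype contrast and 1 as many shared genes, the real split in both cases. The largest other counts, 4739 and 1932, came from splits that exchange whole groups. Among the 97 splits that mix groups, the largest were 2144 and 1100. For changes of at least 1 in the genotype contrast, the real split gave 539 genes. The largest mixed split gave 434, above the 355 and 400 of the splits that exchange whole groups. A mixed split can keep all WT libraries together and mix only the mutant lines, which leaves the difference between WT and mutant in place. The largest mixed counts therefore cannot show what arises without that difference. For line 1 against WT and for line 2 against WT, 1 of 4 splits gave as many genes, which is the smallest share that 4 splits can give. At an unadjusted p of 0.05, the other 3 splits gave 391 to 948 genes and 291 to 499 genes, against 7254 and 6291 in the real splits. Splits that mix groups carry the group differences in their residual spread, which lowers their counts.

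Some genes were listed at 0 in all libraries of a group and at 5 TPM or more in all 3 libraries of another. From WT at 0 there were 31 such genes in line 1 and 15 in line 2, of which 10 were common to both. In the other direction, 1 gene at 5 TPM or more in WT was at 0 in line 2 and none was at 0 in line 1. Of the 21 that reached 5 TPM in line 1 only, 15 were at 0 in all libraries of line 2. Of the 5 that did so in line 2 only, 2 were at 0 in all libraries of line 1. At 20 TPM or more, which is far above the lowest non-zero values, 9 genes remained in line 1 and 5 in line 2, and none in the other direction. Between the lines, 16 genes at 0 in line 2 were at 5 TPM or more in line 1, against 3 the other way. At 20 TPM or more there were 3 each way. A one-sided count at 5 TPM was thus not particular to WT. However, 15 of the 16 genes were also at 0 in WT, so the comparison between the lines is not independent of that with WT. At 20 TPM or more only the comparisons with WT were one-sided, on few genes.

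Genes that rose by at least 1 in the genotype contrast tended to be neighbours when the tested genes were put in the order of their identifiers, which number the genes along each chromosome. There were 57 adjacent pairs among the 504 genes, against a median of 13 in 10000 random sets of the same size matched on mean TPM, with a permutation p of 0.0001, the smallest these can give. Genes that differed by at least 1 between the lines showed the same, with 38 adjacent pairs among 437 genes against a median of 10 and a permutation p of 0.0001. Of the 38 pairs, 33 changed in the same direction. A long differing chromosome segment in one line might give such runs, but the fullest window of 20 consecutive tested genes held 8 members in each set, below the 10 fixed as a sign of one. In 200 random sets the fullest window held at most 8 for the first set and 6 for the second, whose fullest window lay on chromosome 7, so a short segment cannot be excluded. Reads that run from one gene into the next might also give pairs. By mean TPM over the 6 mutant libraries, one gene lay under 10% of the other in 15.8% of the pairs in the first set. In the second set the share was 21.1%, so most pairs were of more equal level. That does not exclude shared reads between neighbouring copies of a gene, and the neighbour pattern cannot be told apart from that explanation.

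More genes were listed above 0 in mutant libraries than in WT, by 512 on average, and all 6 mutant libraries exceeded all 3 WT libraries. The two-sided exact permutation p over 84 splits was 0.012, the smallest these can give. The lowest non-zero value differed slightly between libraries, so genes at 0.5 TPM or more were counted, and the difference was 428.8 genes with the same exact p of 0.012. At 1 TPM or more it was 303.7 genes, with an exact permutation p of 0.024. The differing lowest values do not account for the difference. The splits treat the 9 libraries as exchangeable, although the lines differed too. At 1 TPM or more, line 2 exceeded line 1 by 286 genes and line 1 exceeded WT by 160.7. Line 2 exceeded the mean of the other 6 libraries by 366.4 genes, more than the 303.7 between mutant and WT, so at that level the difference lay mostly in line 2. Sequencing depth, which is unknown, remains a candidate explanation.

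Unstable values at 0 were rare. A gene at 0 in one library and at 5 TPM or more in another of the same group occurred 6 times in WT, 4 times in line 1 and 5 times in line 2. In 2 WT cases the other library reached 100 TPM or more.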
